# Integrative analysis of methylomic and transcriptomic data in fetal sheep muscle tissues in response to maternal diet during pregnancy

**DOI:** 10.1186/s12864-018-4509-0

**Published:** 2018-02-06

**Authors:** Hadjer Namous, Francisco Peñagaricano, Marcello Del Corvo, Emanuele Capra, David L. Thomas, Alessandra Stella, John L. Williams, Paolo Ajmone Marsan, Hasan Khatib

**Keywords:** Maternal diet, DNA methylation, Differentially-methylated region, Gene expression

## Abstract

**Background:**

Numerous studies have established a link between maternal diet and the physiological and metabolic phenotypes of their offspring. In previous studies in sheep, we demonstrated that different maternal diets altered the transcriptome of fetal tissues. However, the mechanisms underlying transcriptomic changes are poorly understood. DNA methylation is an epigenetic mark regulating transcription and is largely influenced by dietary components of the one-carbon cycle that generate the methyl group donor, SAM. Therefore, in the present study, we tested whether different maternal diets during pregnancy would alter the DNA methylation and gene expression patterns in fetal tissues.

**Results:**

Pregnant ewes were randomly divided into two groups which received either hay or corn diet from mid-gestation (day 67 ± 5) until day 131 ± 1 when fetuses were collected by necropsy. A total of 1516 fetal longissimus dorsi (LD) tissues were used for DNA methylation analysis and gene expression profiling. Whole genome DNA methylation using methyl-binding domain enrichment analysis revealed 60 differentially methylated regions (DMRs) between hay and corn fetuses with 39 DMRs more highly methylated in the hay fetuses vs. 21 DMRs more highly methylated in the corn fetuses. Three DMRs (LPAR3, PLIN5-PLIN4, and the differential methylation of a novel lincRNA) were validated using bisulfite sequencing. These DMRs were associated with differential gene expression. Additionally, significant DNA methylation differences were found at the single CpG level. Integrative methylome and transcriptome analysis revealed an association between gene expression and inter−/intragenic methylated regions. Furthermore, intragenic DMRs were found to be associated with expression of neighboring genes.

**Conclusions:**

The findings of this study imply that maternal diet from mid- to late-gestation can shape the epigenome and the transcriptome of fetal tissues, and putatively affect phenotypes of the lambs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4509-0) contains supplementary material, which is available to authorized users.

## Background

Various studies have demonstrated that maternal diet during the different stages of pregnancy changes the physiological and metabolic phenotypes of the offspring [1], suggesting an adaptation by the fetus known as fetal programming. Changes in fetal epigenetic programming resulting from fetal nutrition during critical stages of development may cause permanent changes in the physiology and metabolism of the individual [2, 3]. The mechanisms by which maternal diet can affect fetal development have been linked with epigenetic marks regulating gene expression without affecting the DNA sequence. These epigenetic marks include DNA methylation and histone modifications [4–6], as well as the activity of microRNAs and long non-coding RNAs [7, 8].

DNA methylation, which is the addition of a methyl group (CH_3_) covalently to cytosine most commonly at the dinucleotide 5´-CpG-3′, is transmitted with high fidelity over many cell generations through mitosis and transgenerationally through meiosis [1, 9]. In mammalian genomes, DNA methylation is fundamental in the control of transcription and in critical processes such as genomic imprinting, and X chromosome inactivation [10–12]. Associations have been established between maternal nutrition and DNA methylation patterns in the fetal genome [6, 13, 14]. DNA methylation is dependent on the one-carbon metabolism pathway, which relies on the availability of nutrients through diet [14]. Nutrients can alter the methylation status of the genome either by direct inhibition of enzymes that catalyze DNA methylation or by changing the availability of substrates necessary for the enzymatic reactions involved [15]. Folic acid, choline, and methionine have been reported to affect the availability of the S-adenosylmethionine (SAM), the methyl group donor used by DNA methyltransferases (DNMTs) [16]. SAM is produced from methionine by L-methionine S-adenosyltransferase. Methionine is provided either by diet or is generated by two pathways involving folate and/or choline. Folate is converted to 5′-methyltetrahydrofolate which is used by methionine synthase to convert homocysteine into methionine, and choline is converted to betaine which is then used by betaine homocysteine methyltransferase to convert homocysteine into methionine [17]. Consequently, deficiency in these nutrients will cause a decrease in the SAM pool leading to a reduction in methylation reactions.

The effects of maternal nutrition on the epigenetic status of their offspring during early development have been demonstrated in several animal species, e.g., the hypomethylation of the long terminal repeat (LTR) region controlling the expression of the agouti gene in mice results in yellow coat color, diabetes, obesity, and decreased survival of offspring [18]. Supplementation of the maternal diet with methyl group donors (folic acid, vitamin B12, methionine, choline and betaine) during pregnancy led to increased methylation of the LTR region, suppression of the agouti gene, and a shift of coat color from yellow to brown [18]. In rats, maternal diet supplemented with folic acid throughout gestation altered global DNA methylation in the brain with no effect on the other organs [19]. In pigs, it was found that sows undernourished throughout gestation (75% of the NRC requirements) gave birth to lighter piglets with decreased expression of *GLUT4* which was coincident with an increase in the methylation of the promoter region of the gene [20]. In a different study of pigs, maternal low-protein diet was associated with high mRNA levels and the hypomethylation of the promoter region of the glucose 6 phosphatase (*G6PC*) gene in the liver of newborn piglets [21]. These effects were predominantly observed in male offspring only suggesting that the maternal diets can have a gender-specific influence [21].

Studies in cattle and sheep have reported alterations of body composition, insulin sensitivity, and growth rate of progeny of dams that were poorly-nourished during certain periods of gestation. Four-month-old male lambs born to undernourished ewes from day 28 until day 78 of gestation were heavier with more back fat and exhibited hyperglycemia compared to male lambs from dams fed a standard diet throughout pregnancy [22]. In a different study, muscle lipid was increased in lambs from over-nourished ewes, with a higher expression of myostatin and follistatin compared with lambs from the control group [23]. In contrast, lambs from feed restricted ewes at three months of age showed lower muscle lipid content and increased expression of follistatin [23]. In beef cattle, a maternal diet rich in starch was associated with greater intramuscular fat deposition in the progeny [24]. In sheep, birth weight, postnatal fat, and muscle deposition in lambs were altered in response to maternal diets differing in energy sources (alfalfa haylage, limited-corn, and limited distiller grain) supplemented during mid-to late-gestation [25, 26].

Recently, we reported the impact of three maternal diets, alfalfa haylage (HY), limited-corn (CN), or limited distiller grain (DG) at isoenergetic intake from mid- to late-gestation on gene expression of imprinted genes and DNA methyltransferases (*DNMTs*) in four fetal tissues, *longissimus dorsi* (LD) muscle, *semitendinosus* muscle (SM), and subcutaneous and perirenal adipose tissues [27]. In a subsequent study, we assessed the transcriptomic differences in adipose and muscle tissues of fetuses derived from ewes fed each of the HY, CN, and DG diets using RNA-Seq technology [28]. RNA-Seq analysis revealed 823 differentially expressed genes between fetuses of corn- and hay-fed ewes in the LD muscle tissue. Several of these genes are known to be involved in embryonic and fetal development, myogenesis, and muscle differentiation. Other differentially-expressed genes are involved in metabolic processes such as glycolysis, gluconeogenesis, and citrate cycle, with fetal LD samples from hay-fed ewes showing increased expression of genes involved in propionate metabolism and insulin signaling pathways [28]. However, the mechanisms by which different maternal diets alter gene expression and the effects of these diets on the global DNA methylation signatures are not well understood. We hypothesized that different maternal diets during pregnancy will modify the DNA methylation levels in muscle tissues of the fetus. Thus, the objectives of this study were to determine differentially methylated regions (DMRs) in fetal LD muscle tissues from hay- and corn-fed ewes and evaluate the correlation between transcriptomic profiles and DNA methylation signatures.

## Methods

### Ethics statement

This study used previously published data; therefore ethics approval was not required.

### Study design and diets

To study the effects of maternal diet on DNA methylation patterns in fetal LD muscle tissues, mature pregnant Polypay ewes from the Arlington Research Station at the university of Wisconsin-Madison were used in a randomized complete design as described by Lan et al. [27]. In brief, pregnant ewes were randomly divided into two groups which received either a hay or corn diet from mid-gestation (day 67 ± 5) until necropsy (day 131 ± 1). The diets were formulated to meet the nutritional needs of ewes during pregnancy and had equivalent metabolizable energy. To minimize ruminal health problems, haylage was added to the corn diet. Also, concentrations of vitamins and minerals were increased to meet the NRC requirements [29]. Table 1 details the nutrient intake and composition of each diet. A more detailed description of diets can be found in Lan et al. [27] and Radunz et al. [25]. On the day of necropsy, ewes were subjected to anesthesia by intravenous injection of sodium pentobarbital (20 mg/kg) followed by exsanguination of a jugular vein and carotid arteries, as described by Radunz et al. [25]. LD muscle tissues were collected from the fetuses and immediately frozen at − 80 °C for further analysis.

**Table 1:** Maternal diets daily nutrient intake from mid- to late-gestation (modified from Lan et al. [27])

Composition	Hay	Corn
Alfalfa Haylage (kg/day)	2.03	0.14
Corn (kg/day)	–	0.80
Supplement (kg/day)	–	0.23
*Nutrient intake*		
Crude protein (g/days)	383.26	130.63
Methionine (g/days)	6.22	1.47
Serine (g/days)	57.9	8.55
Choline (mg/days)	29.3	7.2
Folate (mg/days)	0.05	6.5

### Whole genome DNA methylation of sheep fetal LD muscle

Genomic DNA was extracted from 16 fetal LD samples, eight per dietary treatment, following a salt-chloroform extraction protocol [30]. DNA concentration and quality were estimated by PicoGreen® (Thermo Fisher, Waltham, MA, USA) and by agarose gel electrophoresis. One μg of genomic DNA was sonicated to produce DNA fragments of about 350 bp. Methyl-binding domain (MBD) enrichment was performed using the MethylMiner™ Methylated DNA Enrichment Kit (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s instructions. Construction of the sequencing library was performed using the TruSeq® Nano Library Preparation Kit (Illumina, San Diego, CA, USA). Libraries were quality checked and quantified on an Agilent 2200 TapeStation, High Sensitivity D1000. The 16 samples were then used for cluster generation and subsequent sequencing in two lanes of an Illumina Hi-Seq 2000 (San Diego, CA), and 100 bp paired-end reads were generated.

### Bioinformatics analysis

Preliminary quality control of raw reads was carried out with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Illumina raw sequences were filtered with Trimmomatic software v. 0.33 [31] to remove adapters, and a sliding window approach used to remove lower quality bases at the sequence end. Trimmed reads were then aligned to the sheep reference genome Oar_v3.1 using BWA-mem aligner v.0.7.15 [32], and duplicates were marked and removed using Picard-tools v1.107 (http://broadinstitute.github.io/picard). Peak detection was performed for each sample by the ChIPseeqer software [33] using the following parameters: length of reads length equal to 101 bp, and length of the fragments equal to 250 bp. The ChIPseeqer software constructs a read density map by counting the number of overlapping reads at each nucleotide position and then uses a Poisson probability model to compare the observed read count to the expected read count and to compute a normalized peak score for each nucleotide position.

DMRs were detected using the R package DiffBind downloaded from the bioconductor repository (https://bioconductor.org/packages/release/bioc/html/DiffBind.html), which computes differentially bound sites using affinity data. DiffBind works primarily with peak-sets identified by ChIPseeqer and with BAM files containing aligned reads for each sample. To identify binding sites that were differentially bound between diet treatmnet groups, a matrix with the consensus peaks was generated. 

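Merging the peaks of the 16 fetal LD samples wherever they shared at least 1 bp gave 706111 regions. Of these, 193873 had a peak in a single fetus. Consensus regions, defined as merged regions with a peak in at least 2 fetuses, numbered 512238. A peak in at least 3 fetuses was found in 430073 regions, in at least 8 fetuses in 268622 and in all 16 fetuses in 88488. The smallest P-value and FDR in the paper's Table S3 imply that about 439448 sites were tested. Any 2 fetuses had between 41.48% and 68.28% of their combined consensus regions in common. The median was 53.83% over the 28 pairs of fetuses from hay-fed ewes, 61.13% over the 28 pairs from corn-fed ewes and 57% over the 64 mixed pairs.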

After setting a contrast between the different conditions, an edgeR algorithm based on an empirical Bayes method [34] method was used to assign a *P*-value and false discovery rate (FDR) to each candidate binding site. The threshold for DMR calling was set to < 0.1. A set of functions from the biomaRt R package (https://bioconductor.org/packages/release/bioc/html/biomaRt.html) was used to query the Ensembl database and annotate the DMRs. The annotation information corresponds to Oar_v3.1, the reference genome used for alignment. Principal component analysis was performed using a function provided by DiffBind to visualize the clustering of the diet-derived samples based on differentially bound sites.

### Validation of the differentially methylated regions (DMRs) using bisulfite sequencing

The DMR located between *PLIN5* and *PLIN4* was chosen for validation because the products of the PLIN genes are involved in coating and packaging functions in the intracellular lipid droplets [35, 36]. *PLIN5* also has a role in lipid metabolism, the coordination of triacylglycerol metabolism, and maintaining insulin action in skeletal muscle [37]. The *LPAR3* and *PLCB4* DMRs were found to be highly methylated in fetal LD samples derived from hay-fed compared with corn fed ewes. 

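The LPAR3 DMR lies within the gene on chromosome 1 from 61263544 to 61264351 (Oar_v3.1) and has the smallest P-value of Table S3. Peaks were called there in 4 of 8 fetuses from hay-fed ewes and 0 of 8 from corn-fed ewes (Fisher's exact test, p = 0.07692). Its log2 peak score was 0.6149 ± 0.6672 (SD, n = 8) in hay and 0 in corn (exact permutation test, p = 0.07692). The PLCB4 DMR lies within its gene on chromosome 13 from 1832872 to 1833103, and 3 hay and 0 corn fetuses had a peak (Fisher's exact test, p = 0.2). The log2 peak score at PLCB4 was 0.4614 ± 0.637 (SD, n = 8) in hay and 0 in corn (exact permutation test, p = 0.2). Neither difference was larger than the spread among the hay fetuses. That follows from the scores of 0, since at least 4 of 8 hay fetuses and all corn fetuses had no peak. With every corn fetus at 0, the permutation test also repeats the p-value of Fisher's exact test. Raising the pseudocount to 5, which shrinks log2 differences, gave 0.1728 at LPAR3 and 0.129 at PLCB4 with unchanged p-values (exact permutation test). Before scaling, the hay peaks scored 1.02 to 1.41 at LPAR3 and 1.08 to 1.38 at PLCB4, below the median of 1.469 over all peaks. They were thus weak calls. In Table S3 the log2 concentration at LPAR3 was 1.61476 for corn and 3.88561 for hay. A score of 0 therefore means that no peak was called, not that signal was absent.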

In contrast, *ADAMTS12* and the novel lincRNA (ENSOARG00000025638) DMRs were selected because of their high methylation in fetal LD samples from corn-fed compared with hay-fed ewes.

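The ADAMTS12 DMR lies within the gene on chromosome 16 from 40036423 to 40037261 (Oar_v3.1). All 8 corn fetuses and 5 of 8 hay fetuses had a peak (Fisher's exact test, p = 0.2). The log2 peak score was 1.584 ± 0.1157 (SD, n = 8) in corn and 0.7114 ± 0.6007 (SD, n = 8) in hay, and every corn fetus scored higher than every hay fetus (exact permutation test, p = 0.0001554, the smallest possible). The lincRNA DMR lies on chromosome 1 from 261862656 to 261863385, within ENSOARG00000025638. A peak was called in 6 corn fetuses and 1 hay fetus (Fisher's exact test, p = 0.04056), with a log2 peak score of 0.803 ± 0.5153 (SD, n = 8) in corn and 0.1028 ± 0.2907 (SD, n = 8) in hay (exact permutation test, p = 0.006993). With a pseudocount of 5 the differences (hay minus corn) were -0.2907 at ADAMTS12 and -0.1908 at the lincRNA, with unchanged p-values (exact permutation test). Before scaling, the corn peaks scored 1.36 to 3.29 at ADAMTS12 and 0.936 to 1.37 at the lincRNA. The median over all peaks was 1.469, so the lincRNA peaks were weak calls.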

To validate the selected DMRs in the fetal LD muscle tissues, four DNA single-sex pools were created; hay-female (HF, *n* = 4), hay-male (HM, *n* = 4), corn-female (CF, *n* = 3) and corn-male (CM, *n* = 5) (description of pools can be found in Additional file 1: Table S1). Quality and quantity of individual DNA samples used to create the pools were evaluated using Nanodrop ND1000 (Nanodrop Technologies, Montchanin, DE). The Epitect Bisulfite Kit (Qiagen, Germantown, MD) was used for the bisulfite conversion of 500 ng genomic DNA from each pool. Primers specific for bisulfite converted DNA sequences for selected DMRs (Table 2) were designed using the Bisulfite Primers Seeker online tool from Zymosearch (http://www.zymoresearch.de/tools/bisulfite-primer-seeker). The selected DMR regions were amplified by two rounds of PCR (Cycling conditions can be found in Additional file 2: Table S2). Amplification of the whole lincRNA DMR was not possible; therefore, it was divided into two smaller regions. The PCR products were purified using Illustra™ GFX™ PCR DNA and Gel Band Purification kit (GE Healthcare Biosciences, Pittsburgh, PA), ligated into the pGEM-T-easy vector (Promega, Madison, WI), and transformed into KM109 competent cells (Promega) following the manufacturer’s instructions. Colonies were then screened for the presence of the insert by PCR using the same cycling conditions and primers for each DMR. For each pool, 11 to 25 PCR products with the expected fragment size were directly sequenced, and the resulting sequences were aligned with the specific DMR region. The levels of methylation of single CpG sites as well as the overall methylation percentages per pool were assessed using the BISMA online tool [38]. Fisher’s exact test was used to test the significance of the differential methylation between the two diets and sexes.

**Table 2:** Bisulfite converted DNA PCR primers

DMR	Primer Sequence 5′ – 3’	Size (bp)
LPAR3	Forward: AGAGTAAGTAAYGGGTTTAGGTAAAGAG Reverse: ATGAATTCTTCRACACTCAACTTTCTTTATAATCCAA	788
PLIN5-PLIN4	Forward: GGTTTTAGTGGTGGGGTGTTGGGGG Reverse: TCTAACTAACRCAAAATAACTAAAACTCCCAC	520
lincRNA-R2	Forward: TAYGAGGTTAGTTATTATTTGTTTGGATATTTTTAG Reverse: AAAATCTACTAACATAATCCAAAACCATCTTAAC	407
ADAMTS12	Forward: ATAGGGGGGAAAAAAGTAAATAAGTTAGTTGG Reverse: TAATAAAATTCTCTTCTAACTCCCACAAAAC	750
PLCB4	Forward: AAAGGTTTTAGAGGAGAGGGTGAGA Reverse: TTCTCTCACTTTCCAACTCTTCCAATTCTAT	200

### Gene expression analysis of DMR genes

To test the correlation between DNA methylation and gene expression, the selected genes (*LPAR3*, *PLIN4*, *PLIN5, PLCB4*, and *ADAMTS12*) were assessed for differential expression.

Total RNA from the fetal LD muscle samples (*n* = 15) used in the DNA methylation study was extracted using the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. RNA purity was assessed using Nanodrop ND1000 (Nanodrop Technologies) and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). A total of 50 ng RNA from each sample was used to synthesize cDNA using the iScript cDNA synthesis Kit (BioRad, Hercules, CA). Primers were designed to span introns using the NCBI Primer-Blast tool (Table 3). The *RPL19* gene was chosen as an endogenous control for its high stability across samples as reported in Lan et al. [27] using the same samples. Gene expression levels were first determined in the HF, HM, CF, and CM cDNA pools by real-time PCR using iTaq SYBR Green kit (BioRad), and then in the individual samples used in pools for the *PLIN4*, *LPAR3*, and *PLCB4* genes. The relative gene expression was evaluated using the 2^-ΔΔCT^ method [39]. Normalized gene expression values (∆CT) of *PLIN4*, *LPAR3,* and *PLCB4* genes from individual samples were used in a general linear mixed model to assess the significance of differential expression, where maternal diet and sex of the fetus were included as fixed effects and dam was a random effect. The analysis was performed using the lme4 package [40] in R [41].

**Table 3:** Relative gene expression, real-time PCR primers

Gene	Primer Sequence 5′ – 3’	Size (bp)
*LPAR3*	Forward: AGGATGTTCAGTTCTTCTCCAC Reverse: GCTTCGTTCCTGTCCACTCA	111
*PLIN4*	Forward: CAGCTGGCTGCTACCCAGCC Reverse: GAGCCTGCTGGGCCTCCTC	209
*PLIN5*	Forward: GGCATGTCAGAAGACGAGGG Reverse: CGCTGTAAGCCTTGGAGACT	141
*RPL19*	Forward: CAACTCCCGCCAGCAGAT Reverse: CCGGGAATGGACAGTCACA	79
*ADAMTS12*	Forward: CCTTGGCTTTCACAGTTGCC Reverse: ATGATGTACAGGTGCCTGCC	103
*PLCB4*	Forward: ACCCTGGTCTGGGAATCCTT Reverse: ATGGCTTGGGTCTGGCTAAA	127

### Whole transcriptome analysis of sheep fetal LD muscle

The transcriptome of fetal LD muscle was evaluated using RNA-Seq as described in detail by Peñagaricano et al. [28]. Briefly, sequence reads were mapped to the reference sheep genome (Oar_v3.1) using Tophat [42]. The resulting alignments were used to reconstruct gene and transcript models using Cufflinks [43]. The companion tool Cuffmerge was used for merging the reference sheep annotation file with individual sample assemblies to combine known annotated transcripts with novel transcripts. Finally, differentially expressed genes between treatments were detected using the software Cuffdiff [44]. RNA-seq and whole genome methylation results were integrated to investigate associations between gene expression and DNA methylation. The correlation between methylation status and gene expression was assessed for active genes located 20 kb up and downstream of DMRs. Intragenic and intergenic methylation correlation with actively transcribed regions were also investigated.

## Results

### Whole genome methylation analysis

Whole genome methylation analysis (WGMA) revealed 60 DMRs between the fetal LD samples from the two maternal diet groups (Hay vs. Corn). 

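Methylated DNA from fetal LD muscle was enriched with a methyl-binding domain protein, which holds fragments carrying methylated CpG sites, and then sequenced. The files cover 16 fetuses, 8 from hay-fed and 8 from corn-fed ewes. The authors trimmed the reads with Trimmomatic, aligned them to Oar_v3.1 with BWA-mem, removed duplicates with Picard and called peaks in each fetus separately with ChIPseeqer. Each peak was deposited with its position and 1 further value between 0 and 0.1352, which was read here as the P-value of the peak. Read counts, peak heights and sequencing depth are not in the files analysed here, so the depth behind each peak is unknown. Fetuses from hay-fed ewes had 405167 ± 88355 peaks (SD, n = 8), ranging from 261331 to 519923 with a median of 419394. Fetuses from corn-fed ewes had 396176 ± 70011 peaks (SD, n = 8), ranging from 319977 to 499815 with a median of 382047. This difference was smaller than the spread within either diet (exact permutation test, p = 0.8199). In bases under peaks its direction was reversed, with a difference of -16189714 bases (hay minus corn; exact permutation test, p = 0.3852). The median peak width was 283.2 ± 37.11 bp (SD, n = 8) for hay and 350.8 ± 89.31 bp (SD, n = 8) for corn (exact permutation test, p = 0.07102). The share of a fetus's peaks that overlapped no peak of any other fetus varied from 0.5013% to 9.031% in hay and from 0.7046% to 6.002% in corn (exact permutation test on the means, p = 0.4348).

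**Figure D1:**
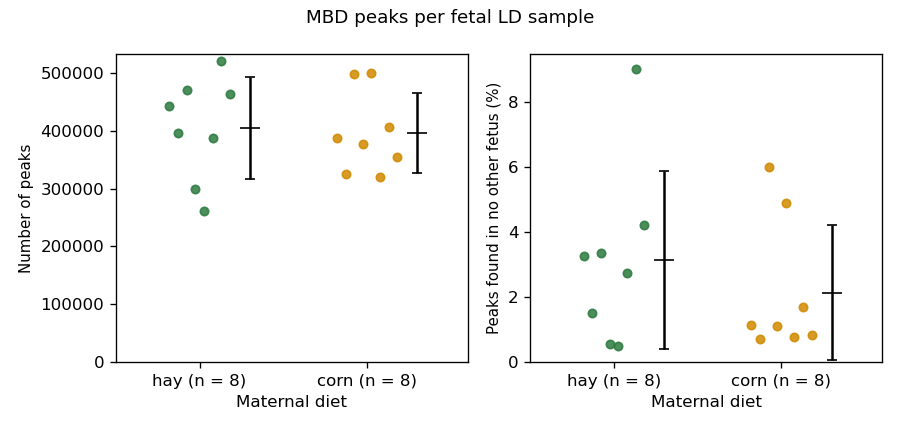
Number of peaks (left) and percentage of peaks found in no other fetus (right) for each fetal LD sample, by maternal diet. Points are fetuses and bars are the mean ± SD of 8 fetuses; the ranges of the diets overlap in both panels.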

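The DMRs of the paper were called from read counts, which cannot be recomputed from peak lists, so peaks were compared in their place. The score of a peak was −log10 of its P-value. Scores were scaled between fetuses by median ratios over the 88488 regions with a peak in every fetus, and analysed as log2(score + 1) with 0 for a fetus without a peak. At the 60 DMRs of Table S3, 58 had a peak in more fetuses of the diet with the higher methylation in that table, 1 had equal numbers and 1 had fewer. No DMR had a peak in all 8 fetuses of one diet and in none of the other. In 36 DMRs no fetus of the other diet had a peak. Fisher's exact test on the presence of a peak gave an unadjusted p under 0.05 at 15 DMRs and a Benjamini-Hochberg adjusted p under 0.1 at 0, with a smallest adjusted p of 0.101. With the peak score in place of presence, 22 of the 60 DMRs had an adjusted p under 0.1 (exact permutation test per DMR). The DMRs had been selected from these same fetuses, so these p-values are descriptive. Across all 512238 consensus regions, limma gave 3 regions with an adjusted p under 0.1, 1 higher in hay and 2 higher in corn. None of the 62 consensus regions at the DMRs was among them, and their smallest adjusted p was 0.919. Of these 62, 36 had an unadjusted limma p under 0.05, although the DMRs had been selected from these fetuses. Over all regions, 209 had a limma p under 0.001, where 512.2 would be expected by chance. The limma test was thus conservative on these scores, and a DMR that failed the genome-wide adjustment does not speak against that DMR. Leaving the scores unscaled moved the genome-wide count most, to 46 regions.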

Among these DMRs, 39 had higher methylation levels in the fetal LD muscle from hay-fed dams than corn-fed dams. 

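Of the 39 DMRs listed as higher in hay, 37 had a peak in more fetuses from hay-fed than from corn-fed ewes. The number of hay fetuses with a peak at these DMRs ranged from 2 to 8 with a median of 3, and 28 of the 39 had a peak in at most 4 of the 8 hay fetuses. In 31 no corn fetus had a peak. A fetus from a hay-fed ewe had a peak at 19.12 ± 7.827 of them (SD, n = 8) and a fetus from a corn-fed ewe at 3.125 ± 0.6409 (SD, n = 8). The count per hay fetus varied from 8 to 28 and the count per corn fetus from 2 to 4. By peak score, 38 of the 39 were higher in hay, and 8 reached an adjusted p under 0.1 (exact permutation test). The largest fold difference of Table S3 in this direction lay on chromosome 11 from 5783217 to 5783701 (Oar_v3.1), where 3 of 8 hay fetuses and 0 of 8 corn fetuses had a peak (Fisher's exact test, p = 0.2). The exception by peaks lay on chromosome 1 from 77714761 to 77715717, with a peak in 7 hay and 8 corn fetuses and a log2 score difference of -0.2177 (hay minus corn; exact permutation test, p = 0.5089). Counting only peaks with a score above the 25th percentile lowered the number of all 60 DMRs called in more fetuses of the listed diet from 58 to 56.

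**Figure D2:**
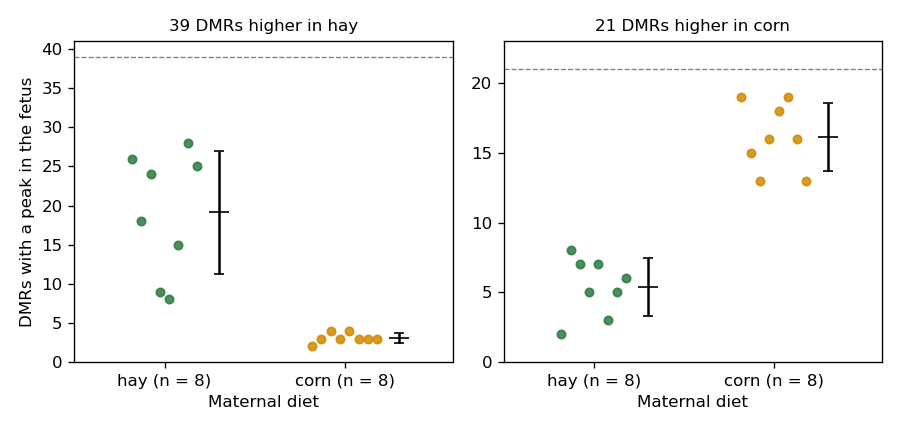
Number of DMRs with a peak in each fetus, for the 39 DMRs higher in hay (left) and the 21 DMRs higher in corn (right). Points are fetuses, bars are the mean ± SD of 8 fetuses per diet, and the dashed line is the number of DMRs; hay fetuses range from 8 to 28 on the left and corn fetuses from 13 to 19 on the right.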

Of these 39 DMRs, 20 corresponded with 10% FDR, 17 with 5% FDR, and 2 with 2% FDR. 

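Sorted by the FDR in Table S3, the DMRs higher in hay comprised 5 with an FDR under 2%, 14 from 2% to 5% and 20 from 5% to 10%. The 5 DMRs with the lowest FDR had a peak in 3 to 4 hay fetuses and in 0 corn fetuses. Those from 2% to 5% had a peak in 2 to 6 hay fetuses, and those from 5% to 10% in 2 to 8.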

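All 21 DMRs listed as higher in corn had a peak in more fetuses from corn-fed than from hay-fed ewes. A median of 6 of 8 corn fetuses had a peak at these DMRs, against a median of 1 of 8 hay fetuses. Per fetus, 16.12 ± 2.416 of the 21 (SD, n = 8) had a peak in corn and 5.375 ± 2.066 (SD, n = 8) in hay, with ranges of 13 to 19 and 2 to 8. At 7 of them every corn fetus had a peak. By peak score, all 21 were higher in corn and 14 had an adjusted p under 0.1 (exact permutation test). On presence of a peak alone, 9 had an unadjusted p under 0.05 (Fisher's exact test) and 0 passed the adjustment. The largest fold difference in this direction lay on chromosome 13 from 62253699 to 62254466, where 4 corn and 0 hay fetuses had a peak (Fisher's exact test, p = 0.07692).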

The other 21 DMRs had a higher methylation in fetal LD muscle from corn-fed dams. 

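In Table S3 the DMRs higher in corn comprised 1 with an FDR under 2%, 13 from 2% to 5% and 7 from 5% to 10%. At the 7 DMRs in the last group, 3 to 8 corn fetuses and 1 to 4 hay fetuses had a peak. The 14 DMRs under 5% had a peak in 3 to 8 corn fetuses and in 0 to 6 hay fetuses.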

Of these 21 DMRs, 7 corresponded with 10% FDR and 21% corresponded with 5% FDR (list of differentially methylated regions can be found in Additional file 3: Table S3). The DMRs ranged from 232 bp to 1548 bp, with a mean of 663.8 and standard deviation of 236.5 bp. 

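The widths in Table S3 gave a mean of 663.75 bp and an SD of 236.46 bp over 60 DMRs. The DMRs higher in hay averaged 616.23 ± 256.79 bp (SD, n = 39) and those higher in corn 752 ± 164.54 bp (SD, n = 21). For 49 DMRs the listed start and end were those of a merged peak region of the 16 fetuses. The other 11, all higher in hay, had other boundaries. Of these, 9 reached from 3 to 236 bp past the merged peaks, and 2 spanned a pair of separate merged regions.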

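Chromosome 1 held 54628 of the 512238 consensus regions, or 10.7%, so 6.4 of 60 DMRs would be placed there in proportion to the regions, against 14 listed (exact binomial test, p = 0.004829, adjusted p = 0.1304 over 27 chromosomes). Over all chromosomes, the DMRs did not depart from the consensus regions beyond chance at the 0.05 level (permutation goodness-of-fit test with 100000 draws, p = 0.07462). Weighting chromosomes by the bases under consensus regions gave p = 0.02885 in the same permutation test. Of the 27 chromosomes, 19 carried a DMR.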

The DMRs were distributed across 19 chromosomes with chromosome 1 having the largest number of DMRs (14/60 or 23.3% of the DMRs). Considering the chromosomal length, chromosome 13 had the highest percentage of DMRs (6.02%) followed by chromosome 6 (5.98%), chromosome 1 (5.08%) and chromosome 7 (4.99%) (The chromosomal distribution can be found in Additional file 4: Figure S1). 

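With the end of the last peak as the length of each chromosome, there were 6.02 DMRs per 100 Mb on chromosome 13 (5 DMRs), 5.98 on chromosome 6 (7 DMRs), 5.08 on chromosome 1 (14 DMRs) and 5 on chromosome 7 (5 DMRs). In proportion to consensus regions, 2.16 DMRs would fall on chromosome 13 (exact binomial test, p = 0.06446), 2.54 on chromosome 6 (p = 0.01319 from the same exact test) and 2.47 on chromosome 7 (p = 0.1004, also exact). No chromosome passed an adjusted p of 0.1, the smallest being 0.1304.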

Principal component analysis (PCA) based on DNA methylation clearly distinguished hay-fed fetal LD samples from corn-fed fetal samples (Fig. 1). 

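A PCA of the log2 peak scores at the 60 DMRs placed every hay fetus on one side of every corn fetus along PC1. PC1 scores averaged -2.606 ± 1.689 (SD, n = 8) for hay and 2.606 ± 0.4118 (SD, n = 8) for corn (exact permutation test, p = 0.0001554, the smallest p that 8 fetuses against 8 allow). The highest hay score was -0.4376 and the lowest corn score was 1.961. The DMRs had been chosen by the diet difference in these same fetuses, so p-values for the separation over the DMRs are descriptive. Over all 512238 consensus regions the diets overlapped on PC1, with means of -28.78 ± 193 (SD, n = 8) for hay and 28.78 ± 167.9 (SD, n = 8) for corn (exact permutation test, p = 0.526). PC2 did not separate them either (exact permutation test, p = 0.08733). Using the presence of a peak left the separation over the DMRs complete (exact permutation test, p = 0.0001554), with 37.45% of the variance on PC1. From the grouping of samples in Fig. 1, the paper concludes that DNA methylation distinguished the diets.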

Diet type—hay vs. corn—explained 49% of the variance observed in DMRs.

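PC1 over the 60 DMRs carried 39.61% of the variance in log2 peak score and PC2 carried 11.09%. The difference between the diet means accounted for 34.33% of the variance at the DMRs. Over all consensus regions PC1 carried 22.52%, and the diet means accounted for 6.174%. Splitting the 16 fetuses into 8 and 8 in other ways gave a median of 6.018% over the splits, and 45 splits gave as much as the diets. The share over all regions was thus not unusual for a grouping of this size. Among the alternatives, peak presence changed the share on PC1 over the DMRs most, to 37.45%.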

**Fig. 1:**
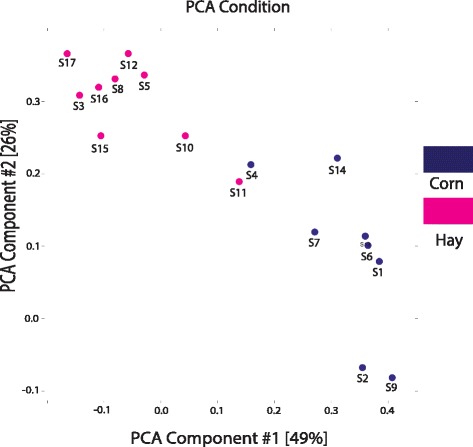
Principal Component Analysis based on whole genome DNA methylation in the sheep fetal LD muscle from hay- and corn-fed ewes

### Validation of differentially methylated regions using bisulfite sequencing

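The 5 DMRs differed in how many fetuses had a peak. The DMR between PLIN5 and PLIN4 lies on chromosome 5 from 17188921 to 17189308 (Oar_v3.1), 531 bp from PLIN5 and 3006 bp from PLIN4 by the gene positions in Table S3. A peak was called there in 3 of 8 hay fetuses and 0 of 8 corn fetuses (Fisher's exact test, p = 0.2). The log2 peak score was 0.5589 ± 0.7831 (SD, n = 8) in hay and 0 in corn (exact permutation test, p = 0.2). The difference was within the spread of the hay fetuses, which follows from most of them scoring 0. With every corn fetus at 0, the permutation test repeats the p-value of Fisher's exact test. With a pseudocount of 5 the difference was 0.1685, with an unchanged p-value (exact permutation test). The paper's concentrations in Table S3, on a log2 scale, were 2.87719 for hay and 0.386167 for corn. The authors chose these DMRs from the whole genome comparison, and the discussion gives location and possible gene function in muscle as criteria. For ADAMTS12 and the lincRNA, the methods give the higher methylation in corn as the reason. They describe LPAR3 and PLCB4 by higher methylation in hay. The diet difference in these same fetuses was thus part of the choice.

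**Figure D3:**
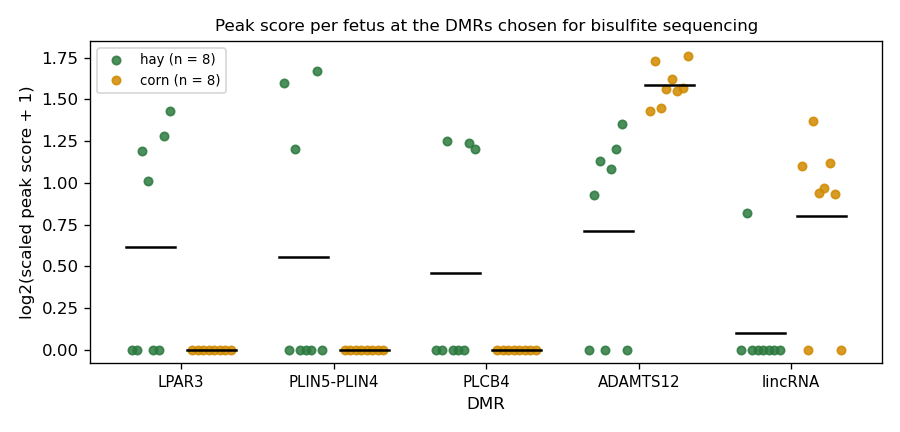
Peak score, as log2(scaled score + 1), of each fetus at the DMRs chosen for bisulfite sequencing, with hay in green and corn in orange (8 fetuses each). Points at 0 are fetuses without a peak and horizontal lines are means; at the LPAR3, PLIN5-PLIN4 and PLCB4 DMRs all 8 corn fetuses sit at 0.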

The DMRs in *LPAR3, PLIN5-PLIN4, PLCB4, ADAMTS12*, and the novel lincRNA identified in the whole-genome DNA methylation analysis were selected for validation using the bisulfite-Sanger sequencing method. Methylation levels of the selected DMRs were assessed in the four pools, characterized by sex and diet: HF, HM, CF, and CM.

#### LPAR3 DMR methylation level assessment

The *LPAR3* DMR contains 13 CpG sites and is located within the second intron of the gene. A total of 39 sequences from hay pools (17 HF sequences and 22 HM sequences), and a total of 31 sequences from corn pools (16 CF sequences and 15 CM sequences) were analyzed to assess the DNA methylation percentage. The CpG sites 1–3, 12, and 13 were not recognized by the BISMA software and were excluded from the analysis. The percentage of DNA methylation was significantly (*P* = 0.002) higher in fetal LD tissues from hay-fed dams (M + F) with 80.15% methylated CpG sites compared to 69.15% methylation in fetal LD tissues from corn-fed dams (M + F) (Fig. 2a). No significant differential methylation was found between the female pools (77.8% in HF vs. 69.8% in CF); however, the methylation percentage was significantly higher (*P* = 0.027) in HM (83.4%) compared with CM (72.2%).

**Fig. 2:**
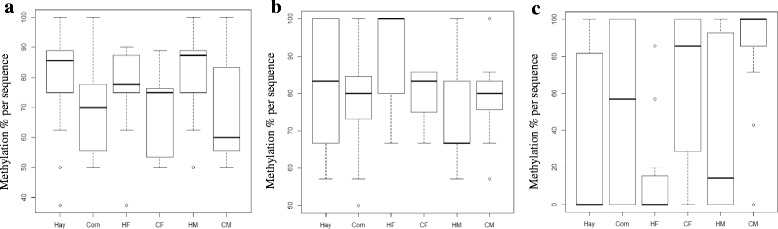
DNA methylation levels in fetal LD muscle from hay- and corn-fed ewes. **a**) *LPAR3* DMR, **b**) *PLIN5-PLIN4* DMR, **c**) lincRNA DMR. **HF**: hay females; **HM**: hay males; **CF**: corn females; **CM**: corn males; **Hay**: male and female pools combined; **Corn**: male and female pools combined. The percentage of DNA methylation per sequence was calculated using the following formula: number of methylated CpG sites / total number of successfully sequenced CpG sites. The BISMA online tool was used to assess the methylation percentage

Some genes are epigenetically regulated by single CpG sites. Therefore, the methylation levels of each CpG site were analyzed in the fetal LD muscle pools from hay-fed and corn-fed ewes. Significant differences in methylation percentages were found for CpG8, with 97% of CpG sites methylated in fetal LD tissues from hay-fed ewes (M + F) compared to 55% methylation in fetal LD tissues from corn-fed ewe (M + F) (*P* = 1.47e-05). Likewise, CpG10 had significantly (*P* = 0.015) higher methylation in fetal LD samples from hay-fed ewes (74%) compared to fetal LD samples from corn-fed ewe (45%) (Fig. 3a). The methylation of CpG8 was significantly (*P* = 3.32e-06) higher in HF (100%) vs. CF (25%), whereas the methylation of CpG10 was higher (*P* = 0.006) in HM (77%) compared to CM (27%). The methylation of CpG7 was significantly high (*P* = 0.012) in CM (100%) compared to HM (65%) (Fig. 3a).

**Fig. 3:**
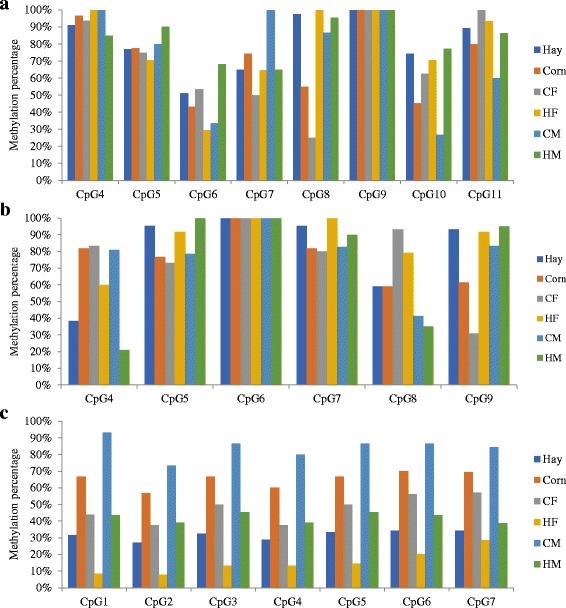
Methylation levels at individual CpG sites. **a**) *LPAR3* DMR, **b**) *PLIN5-PLIN4* DMR, **c**) lincRNA DMR. **HF**: hay females; **HM**: hay males; **CF**: corn females; **CM**: corn males; **Hay**: male and female pools combined; **Corn**: male and female pools combined. The percentage of DNA methylation for each CpG site was calculated using the following formula: number of methylated cytosines at the CpG site/total number of successfully sequenced cytosines at the CpG site under evaluation

#### PLIN5-PLIN4 DMR methylation level assessment

The DMR between the *PLIN5* and *PLIN4* was chosen for validation because of the roles of these genes in lipid metabolism and lipid droplets packaging. This DMR contains 9 CpG sites; however, CpGs 1–3 could not be sequenced and therefore were not included in the analysis. A total of 44 sequences from fetuses from hay-fed ewes (24 HF sequences and 20 HM sequences) and 44 sequences from fetuses from corn-fed ewes (15 CF sequences and 29 CM sequences) were analyzed.

The methylation level in the hay diet group (M + F) was 81.89% compared to 78.40% in the corn diet group (M + F), but there was no significant statistical difference between the groups (*P* = 0.68; see Fig. 2b). However, the methylation level in hay-fed females (88.9%) was significantly (*P* = 0.034) higher than that of the corn-fed females (77.6%), while no significant differences were found between the male pools (73.9% in HM vs. 79% in CM).

The analysis of methylation levels of single CpG sites of the PLIN5-PLIN4 DMR (Fig. 3b) showed that CpG5 had significantly (*P* = 0.014) higher methylation in the hay-fed group (95.5%) compared with the corn-fed group (75%). Similarly, CpG9 showed significantly higher methylation in the hay-fed group (93.2%) compared with the corn-fed group (61.3%) (*P* = 0.001), whereas CpG4 was found to be more highly methylated in the corn-fed group (82%) compared with the hay-fed group (38%) (*P* = 0.0004). The methylation level of CpG9 was higher (92%) in the hay-fed female pool compared to corn-fed female pool (31%) (*P* = 0.0002). CpG5 showed significantly higher methylation in the hay-fed male pool (100%) compared with the corn-fed male pool (79%) (*P* = 0.0003). In contrast, CpG4 showed significantly higher methylation in the corn-fed male pool (81%) compared with the hay-fed male pool (21%) (*P* = 0.0003).

#### lincRNA DMR methylation assessment

The lincRNA gene (ENSOARG00000025638) sequence overlaps with the genes *RRP1B*, *HASF2BP*, and *PDXK*. The DMR of this lincRNA is located in the intron of the gene, and contains 17 CpG sites. However, only 7 CpG sites were successfully amplified using DNA bisulfite conversion. For DNA methylation assessment, a total of 38 sequences from the hay-fed group (15 HF sequences and 23 HM sequences) and 31 sequences from the corn-fed pools (16 CF sequences and 15 CM sequences) were analyzed. Methylation differences between the pools are represented in Fig. 2c. Fetal LD samples from corn-fed ewes (M + F) had significantly (*P* = 1.06e-12) higher methylation (65%) compared with fetal LD samples from hay-fed ewes (M + F) (31.6%). Significant differences were also found between the female pools from the different diets (15.2% in HF vs 47.3% in CF) (*P* = 6.76e-07), and between the male pools (42.2% in HM vs 84.5% in CM) (*P* = 6.38e-12) with higher methylation levels in samples from corn-fed ewes. Considering the CpG sites individually, all CpG sites within this DMR were found to be significantly differentially methylated between fetal LD tissues from hay-fed ewes compared with those from corn-fed ewes (*P* < 0.05) (Fig. 3c).

#### ADAMTS12 DMRs methylation assessment

The *ADAMTS12* DMR covers exon 10 and parts of the adjacent introns 9 and 10 of the gene, and it contains 18 CpG sites among which only CpGs 3–17 were successfully sequenced. To evaluate the differential methylation between the pools, 33 sequences from the hay-fed pools (16 HF sequences and 17 HM sequences) and 27 sequences from the corn-fed pools (13 CF sequences and 14 CM sequences) were used. Methylation percentages were 96% in fetal LD samples from hay-fed ewes (M + F) compared to 95.8% in fetal LD samples from corn-fed ewes (M + F) with no significant differences between the groups. Furthermore, no significant differences were found at the single CpG level.

#### PLCB4 DMRs methylation assessment

The *PLCB4* DMR is located in intron 6 of the gene, and contains 3 CpG sites. A total of 29 sequences from hay pools (18 HF sequences and 11 HM sequences) and 35 sequences from corn pools (24 CF sequences and 11 CM sequences) were analyzed for differential DNA methylation. Methylation percentages were not significantly different between the hay and corn-fed pools. Fetal LD samples from hay-fed ewes (M + F) had 94.2% methylation; fetal LD samples from corn-fed ewes (M + F) had 95.89% methylation. Moreover, no significant differences were found between the pools at the single CpG site level.

### Gene expression analysis of the DMR genes

#### Relative gene expression in pools

The gene expression profiles of the DMR genes *LPAR3, PLIN4, PLIN5, and PLCB4* were calculated as a fold change (FC) between the different pools using the 2^-∆∆CT^ method (Fig. 4). *ADAMTS12* was not found to be expressed in LD muscle. The highest fold changes in gene expression in fetal LD muscle were found for *LPAR3* between corn-fed and hay-fed groups (Corn- Hay) with FC = 4.7, the female pools (CF-HF) with FC = 6.2, and the male pools (CM-HM) with FC = 3.57 suggesting a higher expression in the fetal LD pools from corn-fed ewes (Fig. 4a).

**Fig. 4:**
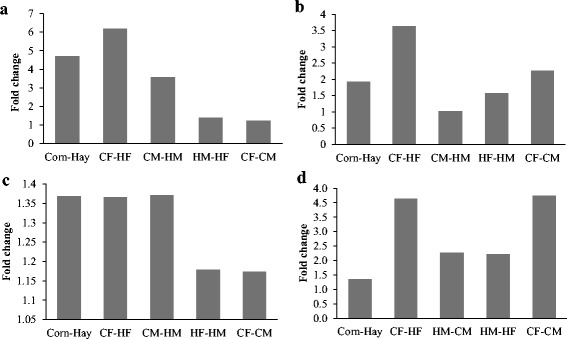
Gene expression profiles of DMRs in the following genes: **a**) *LPAR3*, **b**) *PLIN4*, **c**) *PLIN5* and **d**) *PLCB4*. The fold difference in expression was calculated using the 2^-∆∆CT^ method. **Corn**: male and female pools combined; **Hay**: male and female pools combined; **CF**: corn females; **HF**: hay females; **CM**: corn males; **HM**: hay males

For *PLIN4,* gene expression was higher in the fetal LD tissues from corn-fed ewes than those from hay-fed ewes (FC = 1.92). Differences in expression were observed for CF-HF (FC = 3.63) with higher expression in the corn-fed female pool. Likewise, a higher level of expression of this gene was observed in the female pool (CF) compared to the male pool (CM) within the corn-fed group (FC = 2.26) (Fig. 4b). For the *PLIN5* gene, all FCs among fetal LD tissues were < 1.4 (Fig. 4c).

Expression of *PLCB4* was higher in corn female pools compared to corn female pools (FC = 4.14). Differences in expression were also observed in female and male pools from the corn-fed ewes (CF-CM) (FC = 4.25) with higher levels of expression in the female pool. Likewise, *PLCB4* had a higher expression in the hay-fed male pool compared with the corn-fed male pool (HM-CM) (FC = 2.27). In addition, the hay-fed male pool had higher expression compared with the hay-fed female pool (FC = 2.21) (Fig. 4d).

#### Relative gene expression in individual samples

To validate the results of gene expression in pools, expression of the *LPAR3*, *PLIN4*, and *PLCB4* genes was analyzed in individuals from which the pools were composed, using a linear mixed model. Normalized gene expression values (∆CT) for each gene are shown in Fig. 5. The effect of diet on the expression of *LPAR3* gene was significant (*P* = 0.03) with a higher expression in fetal LD samples from corn-fed ewes (Fig. 5a), while the sex of the fetus had no significant effect (*P* = 0.61). Neither diet nor sex had a significant effect on the expression of *PLIN4* (*P* = 0.15 and *P* = 0.49, respectively) (Fig. 5b) or *PLCB4* (*P* = 0.21 and *P* = 0.75, respectively) (Fig. 5c).

**Fig. 5:**
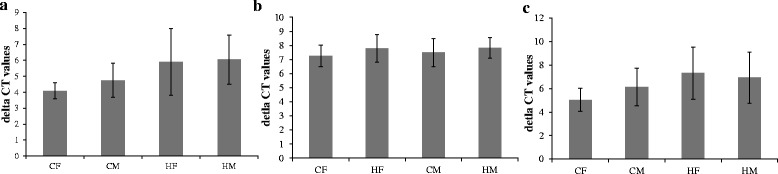
Normalized gene expression values: **a**) *LPAR3*, **b**) *PLIN4* and **c**) *PLCB4*. **CF**: corn females; **CM**: corn males; **HF**: hay females; **HM**: hay males. ∆CT (CT_Target gene_ – CT_reference gene ‘RPL19’)_ values for individual samples were averaged. Error bars represent the standard error

### Comparison of whole genome DNA methylation and RNA-Seq data

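Tables S3 and S4 together list 30 DMRs with genes, against the 29 that the paper counts. Table S3 lists 30 genes beside 26 of the 60 DMRs, 18 of which overlap a listed gene. All 26 lie within 20 kb by the listed positions. A distance of 10 kb could not change this count, because the farthest listed gene lies 8215 bp from its DMR. Of the 18 overlapping DMRs, 13 were higher in hay and 5 in corn. No annotation of Oar_v3.1 is among the files analysed here, so genes outside these tables were not searched. The DMRs that Table S4 places within genes (14) had a peak in a median of 4 fetuses of the higher diet and 0.5 of the other. The 6 that it places between genes had a peak in a median of 3 and 0.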

A total of 29 out of the 60 DMRs were located within or near (± 20 kb) 49 annotated transcribed regions in the sheep genome. Thirty-three of these genes showed active expression in fetal LD muscle (list of the differentially methylated regions and the associated 33 genes can be found in Additional file 5: Table S4). Methylation levels in these regions were negatively correlated (r = 0.18) with gene expression levels. Interestingly, 13 genes harboring DMRs showed differential expression (*P* < 0.10) between maternal diets. Furthermore, DMRs within the gene body of active genes were shown to be associated with differential expression of neighboring genes. Notably, higher intra-gene DNA methylation was associated with higher gene expression, while higher levels of DNA methylation near but outside the gene were mostly associated with lower gene expression.

## Discussion

In a previous study, we reported that maternal diet during the last trimester of pregnancy can alter the expression and DNA methylation of imprinted genes and DNMTs in different fetal tissues [27]. In a subsequent study, transcriptomic analysis of fetal LD muscle tissue revealed many differentially expressed genes between fetuses from mothers that were fed hay or corn diets; many of those genes are directly involved in fetal development (e.g., *ANKRD11*, *AX1N1*, *EPN1*, *MBD3,* and *WDTC1*) and myogenesis (e.g., *ANKRD1*, *BCL9L*, *HIRA*, *MYH13*, *SYNPO2L,* and *MYOD1*) [28]. The results of these studies indicate that maternal diets can alter the gene expression profile in the offspring. Therefore, to better understand the mechanisms underlying the observed differential expression in the LD muscle, we investigated the global methylation patterns in fetuses from ewes fed one of two diets and their association with gene expression. Many DMRs including single CpG sites were found to be different between the two groups of fetal tissues. In addition, integrative analysis of whole-genome DNA methylation and transcriptomic data revealed a remarkable overlap between DMRs and differential gene expression profiles.

### Whole-genome DNA methylation patterns differ between fetuses from hay- and corn-fed dams

Most studies investigating the effect of maternal nutrition on DNA methylation in livestock have focused on candidate genes involved in metabolic pathways and growth [20, 21, 27, 45]. This study reports the impact of different maternal diets during gestation on the whole genome methylation patterns including DMRs in the fetus. Differentially methylated loci between the two maternal diets were characterized using the methyl binding domain-based (MBD) protein which has affinity to methylated CpG sites [46]. A total of 60 DMRs between the two diet groups were identified in which 39 DMRs were highly methylated in fetal LD samples from hay-fed ewes compared to 21 DMRs in fetal LD samples from corn-fed ewes. 49% of DNA methylation differences were explained by diet. Fetuses from the maternal hay diet had higher levels of nutrients known to be involved in the one-carbon cycle where the methyl group donor (SAM) for DNA methylation is produced, which may explain the large number of methylated regions in fetuses derived from hay-fed dams. 

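Intakes in the paper's Table 1 were 6.22 g of methionine per day on hay and 1.47 g on corn, 57.9 g and 8.55 g of serine, 29.3 mg and 7.2 mg of choline, and 0.05 mg and 6.5 mg of folate. In the peak lists, fetuses from hay-fed ewes had 8990 more peaks on average than fetuses from corn-fed ewes (exact permutation test, p = 0.8199). Regions with a peak in all 8 fetuses of one diet and none of the other numbered 0 for hay and 3 for corn, and 28 of 100 splits of the fetuses gave as many in total. The direction depended on the rule. With at least 7 and at most 1 fetuses there were 18 for hay and 170 for corn, a total that 47 of 100 splits reached. With at least 3 and 0 fetuses, a rule chosen after seeing the data, there were 7650 for hay and 4370 for corn, a total that 49 of 100 splits reached. From the intakes and the larger number of DMRs higher in hay, the paper proposes that methyl donors in the hay diet account for that number.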

Choline and folate are converted to betaine and 5-methyltetrahydrofolate (5MTHF), respectively. Both betaine and 5MTHF donate a methyl group to homocysteine resulting in its conversion to methionine [14, 16]. The methyl group donor SAM is then produced from methionine [47] and is used by the DNMTs for DNA methylation during critical periods of fetal development.

Among genes associated with significant DMRs identified here some are involved in lipid metabolism, muscle growth, and insulin signaling such as *LPAR3*, *PLIN4*, *PLIN5*, *NBEA*, and *SREBP1*.The lysophosphatidic acid receptor 3 (LPAR3), a member of G protein-coupled receptor binding lysophosphatidic acid molecules, is involved in major signaling pathways affecting embryogenesis, nervous system development, vascular development, uterine implantation, immune cell trafficking, and inflammatory reactions [48–50]. 

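The NBEA DMR lies within the gene on chromosome 10 from 26047624 to 26048353 (Oar_v3.1), and Table S3 lists it as higher in corn. Peaks were called in 6 corn fetuses and 1 hay fetus (Fisher's exact test, p = 0.04056). Its log2 peak score was 0.8866 ± 0.5755 (SD, n = 8) in corn and 0.114 ± 0.3223 (SD, n = 8) in hay (exact permutation test, p = 0.01259). Tables S3 and S4 list SERBP1 at a DMR on chromosome 1 from 42682008 to 42682542, which overlaps the end of that gene. There 4 corn and 0 hay fetuses had a peak (Fisher's exact test, p = 0.07692), and the log2 peak score was 0.71 ± 0.8009 (SD, n = 8) in corn and 0 in hay (exact permutation test, p = 0.07692). A pseudocount of 5 changed the differences (hay minus corn) to -0.2177 at NBEA and -0.2133 at SERBP1, with unchanged p-values (exact permutation test). At SERBP1 the p-value could not change, because every hay fetus was at 0. The paper's text names NBEA and SREBP1 among genes involved in lipid metabolism, muscle growth and insulin signaling, and does not name SERBP1.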

In skeletal muscle, the LPA receptor is thought to be involved in the induction of muscle hypertrophy, metabolism, and regeneration through coupling with Gαi a G-protein [51] and is required for skeletal muscle growth and satellite cell proliferation and differentiation [52]. This suggests that maternal diet may affect developmental processes in the fetus.

PLIN4 and PLIN5, members of the perilipin family, are involved in intracellular lipid droplets coating and packaging [35, 36]. PLIN5 plays an important role in triacylglycerol metabolism and insulin action in skeletal muscle, and PLIN5-null mice developed skeletal muscle insulin resistance [37]. Neurobeachin (NBEA), a regulator of synaptic protein targeting, has been reported to affect body weight due to increase adipose tissue mass in haploinsufficient mice [53]. *Sterol regulatory element-binding protein 1* (SREBP-1) belongs to a family of transcription factors known to be highly expressed in adipose tissues regulating several metabolic processes such as fatty acid synthesis, protein synthesis, and cholesterol metabolism. Thus, maternal diet is also likely to affect fat metabolism in the developing fetus. Overexpression of SREBP-1 in muscle induces atrophy and downregulation of the expression of *MYOD1*, *MYOG* and *MEF2C* [54, 55]. ADAMTS12 is a member of disintegrin and metalloproteinase with thrombospondin motifs family which is important in the turnover of extracellular matrix proteins in various tissues [56]. In contrast, PLCB4, a phospholipase Cβ, catalyzes the formation of 1,4,5-triphosphate and diacylglycerol form phosphatidylinositol 4,5-bisphosphate [57, 58] and is involved in signaling pathways such as calcium signaling pathway [57] as well as lipid metabolism [58, 59] and the novel lincRNA have no clear functions in skeletal muscle and warrant further investigation.

Unlike most of the studies in livestock which have assessed the effects of over- or under-nutrition on the epigenomes and phenotypes of offspring, this study compared the effects of two maternal diets with differing *sources* of energy, while maintaining the nutrient requirements of the National Research Council for sheep [29]. 

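Genome-wide, 3 of 512238 consensus regions differed in peak score between diets at an adjusted p under 0.1 from limma. An unadjusted limma p under 0.001 was obtained at 209 regions, fewer than the 512.2 expected by chance, so limma was conservative on these scores. At least as many were given by 50 of 100 splits of the 16 fetuses, with hay against corn among them (median 207, range 86 to 1968). The diet means accounted for 6.174% of the variance in peak score over all regions, and 45 of the splits gave as much (median 6.018%). PC1 did not separate the diets (exact permutation test, p = 0.526). With quantile normalization the count of regions fell to 0, and with the number of peaks as a covariate it rose to 43. The paper proposes, from its results, a global effect of maternal diet on methylation in fetal LD muscle.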

Overall, the results suggest that maternal diet during pregnancy has a global effect on DNA methylation patterns in sheep fetal LD muscle and in particular on genes involved in lipid metabolism, muscle growth, and insulin resistance.

### Validation of significant DMRs using bisulfite sequencing

The DMRs of *LPAR3*, *PLIN5-PLIN4*, *PLCB4*, *ADAMTS12*, and a novel lincRNA (ENSOARG00000025638) were selected for validation by bisulfite sequencing. Selection criteria were based on DMR location (inter/intragenic) and possible function of the gene in muscle tissue such as muscle growth, lipid metabolism, and insulin resistance. Methylation percentages were calculated for the overall DMR as well as at single CpG sites level for each constructed pool (HF, HM, CF, CM).

Bisulfite sequencing analysis of the *LPAR3* DMR showed an overall higher methylation percentage in fetuses from hay-fed vs. corn-fed ewes, thus confirming the whole genome methylation results. However, although significant differences were found between male pools (HM vs. CM), no differences were found between female pools (HF vs. CF). For the *PLIN5-PLIN4* DMR, significant DNA methylation differences were found between female pools but not between male pools. DNA methylation analysis of the lincRNA DMR revealed high methylation levels in corn fetuses compared to hay fetuses confirming the whole genome methylation results. Significant differences were also found between the female pools, and between the male pools with higher methylation levels in fetuses from corn-fed ewes. These findings suggest that effects of maternal diet are gene- and sex-specific. The results presented here are consistent with previous studies demonstrating sexual dimorphism in response to maternal diet. Recently, we reported that imprinted genes and DNMTs including *DNMT1*, *DNMT3a*, and *DNMT3b* showed sex- and tissue-specific DNA methylation and expression patterns in sheep fetuses in response to different maternal diets during pregnancy [27]. Gallou-Kabani et al. [60] have also reported that sexual dimorphism in terms of gene expression and DNA methylation of imprinted genes in placenta was associeted with a high-fat diet of pregnant ewes. The sexual dimorphism observed in this study in response to maternal diet during the last trimester of pregnancy could alter fetal programming of male vs. female fetuses and hence affect postnatal traits of the offspring. The DMRs of *ADAMTS12* and *PLCB4* were both highly methylated in all pools with no significant methylation differences between the diets. This discrepancy between whole-genome methylation results and the bisulfite sequencing can be explained by the different methods used to assess methylation levels. When using bisulfite conversion, 5-hmC is indistinguishable from 5-mC thus CpG sites identified as methylated may be hydroxymethylated [61], whereas the methyl binding domain protein (used in the whole-genome methylation) binds specifically to methylated cytosine in the form of 5mC and not 5hmC [62, 63].

Significant methylation differences were found between fetal LD samples from hay- and corn-fed ewes for the *LPAR3* and *PLIN5-PLIN4* DMRs at the level of single CpG sites. Indeed, single CpG site methylation has been reported to control gene expression, e.g., the binding of Oct-1 was inhibited by methylation of a single CpG site in the human *IL2* promoter resulting in decreased transcription of the gene [64]. Similarly, a cluster of methylated CpG sites located in the promoter region resulted in gene silencing of *XAF1* [65]. In fish, it was found that methylation of a single CpG site within exon 8 of the *GHR1* decreased transcription of the gene [66]. Likewise, hypermethylation of one intronic CpG dinucleotide was associated with the loss of *PMP24* expression [67]. Also, a single CpG site methylation was found to down-regulate the expression of *METTL7A* in thyroid cancer [68]. Thus, the differential single CpG methylation observed in this study may be involved in modulating gene expression in the fetal tissues.

### The correlation between DNA methylation and expression of the validated DMR genes

DMRs play a major role in transcriptional regulation and can be associated with either gene silencing or transcription elongation, depending upon the specific location of the methylated CpG sites in the gene [69]. Although a negative correlation between DNA methylation in the promoter regions and gene expression is well-established, both negative and positive correlations between gene-body methylation and expression have been reported. In this study, the introic DMR of *LPAR3* showed higher methylation in hay fetsues compared with corn fetuses whereas expression of *LPAR3* was lower in the hay fetuses compared with corn fetuses. In contrast, Lan et al. [27] found that methylation of the DMR located in intron 2 of *IGF2R* was positively associated with expression of the gene. Similarly, in a colon cancer study, gene expression was positively correlated with gene-body methylation [70]. Furthermore, gene-body demethylation has been associated with downregulation of genes, thus demonstrating a causative relationship between DNA methylation and gene expression [70]. In mice, folic acid supplementation during pregnancy led to hypermethylation of gene bodies, which in turn was associated with both up- and down-regulation of genes in the cerebral hemispheres of the offspring [71]. Thus, these observations underline the complexity of the relationship between gene-body methylation and gene expression.

The intergenic DMR between *PLIN5* and *PLIN4* showed significant methylation differences between female pools (HF vs. CF) with higher methylation in the hay fetuses. While *PLIN5* showed no expression differences among the fetuses from both diets, or sexes, *PLIN4* was highly expressed in the corn fetuses compared to the hay fetuses. In addition, a differential methylation between female pools from both diets was found at the single CpG site level of the DMR. Although, a causative relationship between the observed pattern of DNA methylation and *PLIN4* expression needs to be examined, the observed negative correlation suggests this DMR as potential regulatory region of the *PLIN4* gene. Indeed, 79 bp in the sheep DMR are highly conserved with the enhancer region located between *PLIN5* and *PLIN4* in the human, pig, and cattle genomes. Thus, although a direct relationship between the pattern of DNA methylation in this DMR and *PLIN4* expression was not studied, the observed negative correlation and the similarity to the human enhancer region suggest that this locus is a potential regulatory region.

The *ADAMTS12* DMR had high levels of methylation with no significant differences between the fetuses, and the gene was found to be not expressed in the fetal tissues. The DMR of this gene covers the entire region of exon 10 and regions of the neighboring introns, and Methprimer suggested that it contains a predicted CpG island (Additional file 6: Figure S2) [72]. Generally, CpG islands overlap with regulatory sequences, such as promoters or enhancers that regulate gene expression [73]. Also, methylation of CpG islands found within regulatory regions is associated with gene repression by blocking binding of regulatory proteins [7, 74], recruitment of histone deacetylases, and formation of inactive chromatin [3]. Thus, the methylation of the *ADAMTS12* DMR may suppress expression, although this assumption needs additional investigation. The bisulfite sequencing of the *PLCB4* DMR was not validated in this study, although remarkable gene expression differences were observed between male and female fetuses. Furthermore, the mixed model found no significant effect of the maternal diet on the differential expression of this gene. These findings show that the studied DMR does not correlate with expression of this gene. Therefore, it is possible that the transcription of *PLCB4* is regulated by mechanisms other than DNA methylation at this location.

The function of the novel lincRNA (ENSOARG00000025638) is not known and its expression profile was not determined in the present study. However the differential methylation between hay and corn fetuses was highly significant. Given that the DMR of the lincRNA overlaps with the *RRP1B*, *HASF2BP*, and *PDXK* genes, the differential methylation found in the fetuses in response to the maternal diet may play a role in the regulation of the three overlapping genes.

### Comparative analysis RNA-Seq and whole genome methylation data

A total of 29 DMRs that were located within or near 49 annotated transcribed regions in the sheep genome were associated with 13 transcripts found to be differentially expressed in the RNA-Seq analysis. Comparative analysis of RNA-Seq and whole genome methylation data showed that gene body methylation was positively associated with gene expression, whereas intergenic DNA methylation, known to harbor promoters and enhancer regions, was negatively correlated with gene expression. A study in precursor β cells revealed that transcription factors and enhancers bind to intergenic regions and that hypermethylation in these regions was found to be associated with downregulation of neighboring genes [75].

In the present study, the *PDXK*, *PLIN5* and *PLIN4* genes showed a correlation between differential expression and DNA methylation of intra- and inter-genic DMRs. *PDXK* is a pyridoxal kinase, which has a role in converting vitamin B6 into its active form, phosphorylated pyridoxal [76], which is needed for the conversion of THF into methylene THF which in turn is either converted into thymidine or to 5MTHF used in methionine production [77]. Interestingly, *PDXK* expression was found to be correlated with DNA methylation pattern of the lincRNA (ENSOARG00000025638), which was validated by bisulfite sequencing. These findings suggest that DNA methylation in this genomic region modulates the expression of *PDXK* which in turn could affect methionine and thymidine production and potentially influence the one carbon metabolism and hence genome-wide methylation patterns.

The two perilipin genes *PLIN4* and *PLIN5* are known to be involved in lipid droplet coating and lipid metabolism, with *PLIN5* playing a role in insulin resistance. These two genes could be important in lipid deposition in skeletal muscle and insulin resistance later in life [35, 36]. The correlation was seen between expression and DNA methylation of *PLIN4* in the female pools, whereas the expression of *PLIN5* was not significantly different between the diet groups. In contrast, comparative analysis showed that *PLIN5* is differentially expressed. This discrepancy could be due to the pooling strategy used in validating the whole genome methylation data and expression profile for this gene or due to the sensitivity of RNA-Seq compared to real-time PCR used to assess the expression level of *PLIN5*. Overall, the comparative analysis of whole genome DNA methylation and transcriptomics provides a tool to characterize regulation mechanisms for genes influenced by maternal nutrition and contribute to a better understanding of the mechanisms underlying phenotypic variation.

One limitation of the present study is that the nature of the ruminant digestive system and its microbiota makes it difficult to assess the amounts of and type of nutrients provided to the fetus during pregnancy. This limitation could be overcome in future studies by supplementing maternal diets with rumen-protected nutrients. Nutrient partitioning during development between twins may differ and could influence the observed DNA methylation patterns in the fetuses. In this study the DNA pools were balanced in terms of the number of twins and singletons for each dietary group, however future studies should focus only on singleton pregnancies.

## Conclusions

The present study reports the effects of maternal diets differing in energy sources supplemented during later pregnancy on whole genome methylation and transcriptomic patterns in the offspring of sheep. In response to maternal diet during pregnancy, differential DNA methylation was observed in fetal muscle tissue, and this methylation was associated with differential gene expression. Three DMRs were validated using bisulfite sequencing in which two DMRs were found to be associated with expression of genes involved in metabolism and insulin resistance, providing initial data for further studies on regulatory mechanisms and the effect of DNA methylation on gene expression.

## Additional files

Additional file 1: Table S1. Description of DNA pools with number of fetuses and their respective dams.

Additional file 2: Table S2. Bisulfite converted DNA PCR conditions.

Additional file 3: Table S3. List of Differentially methylated regions between hay and corn fetuses.

Additional file 4: Figure S1. Chromosomal distribution of differentially methylated regions between hay and corn fetuses.

Additional file 5: Table S4. List of differentially methylated regions with associated actively transcribed regions.

Additional file 6: Figure S2. ADAMTS12 predicted CpG island using Methprimer.

# Supplementary material for: Integrative analysis of methylomic and transcriptomic data in fetal sheep muscle tissues in response to maternal diet during pregnancy
**Source:** BMC Genomics. 2018 Feb 6;19:123. doi: 10.1186/s12864-018-4509-0
**Supplement:** Supplementary file 1 — Description of DNA pools with number of fetuses and their respective dams.

**Additional file 1: TableS1.** Description of DNA pools with number of fetuses and their respective dams

| **Alfalfa Haylage** | | **Limit-fed** | |
| --- | --- | --- | --- |
| ***Females pool (HF)*** | ***Males pool (HM)*** | ***Females pool (CF)*** | ***Males Pool (CM)*** |
| 6385 A  7343 A  7343 B  8330 A | 6385 B  7321 A  7321 B  8330 B | 5393 A  6379 A  8458 A | 5393 B  7307 A  7307 B  8382 A  8382 B |

Sixteen samples of fetal longissimus dorsi were collected.

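The peak lists number the 16 samples and give their diet, 8 hay and 8 corn. Which numbered sample corresponds to which dam, twin or sex in this table is not in the files analysed here, so effects of dam and sex were not tested.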

Numbers represent dams and letters represent offspring. 

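Twins share a dam, and all hay fetuses and most corn fetuses of this table have a twin among the samples. Diet was given to ewes, so each diet had fewer ewes than fetuses, and fetuses within a diet are not all independent. All tests between diets treated each fetus as 1 unit because the dam of each numbered sample was not known. This holds for the DMRs, peak counts, PCA, limma and the other splits. Their p-values do not account for shared dams and may be too small.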

A and B means twins from a given dam.

# Supplementary material for: Integrative analysis of methylomic and transcriptomic data in fetal sheep muscle tissues in response to maternal diet during pregnancy
**Source:** BMC Genomics. 2018 Feb 6;19:123. doi: 10.1186/s12864-018-4509-0
**Supplement:** Supplementary file 2 — Bisulfite converted DNA PCR conditions.

**Additional file 2. Table S2**. Bisulfite converted DNA PCR conditions

| DMR | Cycling Condition |
| --- | --- |
| PLINs,  LPAR3,  PLCB4 | Initial Denaturation: 95°C for 5 minutes  Denaturation: 95°C for 30 seconds  Annealing: 66°C for 30 seconds  Extension: 72°C for 30 seconds  35 cycles  Final Extension: 72°C for 10 minutes |
| lincRNA | Initial Denaturation: 95°C for 2 minutes  Denaturation: 95°C for 30 seconds  Annealing: 55.8°C for 30 seconds  Extension: 68°C for 30 seconds  35 cycles  Final Extension: 68°C for 5 minutes |
| ADAMTS12 | Initial Denaturation: 94°C for 4 minutes  Denaturation: 94°C for 30 seconds  Annealing: 59°C for 30 seconds  Extension: 72°C for 45 seconds  40 cycles  Final Extension: 72°C for 5 minutes |

# Supplementary material for: Integrative analysis of methylomic and transcriptomic data in fetal sheep muscle tissues in response to maternal diet during pregnancy
**Source:** BMC Genomics. 2018 Feb 6;19:123. doi: 10.1186/s12864-018-4509-0
**Supplement:** Supplementary file 5 — List of differentially methylated regions with associated actively transcribed regions.

**Additional file 5. Table S4.** List of differentially methylated regions with associated actively transcribed regions.

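Table S4 pairs 20 DMRs with transcribed genes in 32 rows, 14 DMRs within genes and 6 between genes. Of those within genes 9 were higher in hay and 5 in corn, and of those between genes 5 and 1. All 20 had a peak in more fetuses of the diet listed as higher, 14 of 14 within genes and 6 of 6 between genes.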

| **DMR** | **Active Genes** | **Location** |
| --- | --- | --- |
| chr1:224617451-224618164 | ENSOARG00000001927 | Intergenic |
| chr1:224617451-224618164 | ENSOARG00000001927,  ENSOARG00000014958 | Intergenic |
| chr11:5783217-5783701 | PCTP | Intergenic |
| chr13:36148708-36149291 | RAB18 | Intergenic |
| chr13:62253699-62254466 | CDK5RAP1,SNTA1 | Intergenic |
| chr13:62253699-62254466 | NA | Intergenic |
| chr13:62253699-62254466 | NA | Intergenic |
| chr5:17188921-17189308 | LRG1 | Intergenic |
| chr5:17188921-17189308 | PLIN5 | Intergenic |
| chr5:17188921-17189308 | PLIN4 | Intergenic |
| chr5:17188921-17189308 | ENSOARG00000009468 | Intergenic |
| chr6:84940340-84940940 | SULT1B1 | Intergenic |
| chr1:243358666-243359415 | SLC9A9 | Intragenic |
| chr1:244196373-244196630 | PCOLCE2 | Intragenic |
| chr1:272395666-272396436 | PLCL2 | Intragenic (TBC1D5) |
| chr1:272395666-272396436 | TBC1D5 | Intragenic |
| chr1:42682008-42682542 | SERBP1 | Intragenic |
| chr1:42682008-42682542 | NA | Intragenic (SERBP1) |
| chr1:42682008-42682542 | NA | Intragenic (SERBP1) |
| chr10:24943966-24944693 | SUPT20H | Intragenic (ALG5) |
| chr10:24943966-24944693 | ALG5 | Intragenic |
| chr10:24943966-24944693 | EXOSC8 | Intragenic (ALG5) |
| chr10:26047624-26048353 | NBEA | Intragenic |
| chr13:1832872-1833103 | PLCB4 | Intragenic |
| chr16:40036423-40037261 | ADAMTS12 | Intragenic |
| chr2:36256878-36257657 | FRMD3 | Intragenic |
| chr2:86639975-86640322 | ADAMTSL1 | Intragenic |
| chr4:30918087-30918838 | RAPGEF5 | Intragenic |
| chr4:86542263-86543087 | AASS | Intragenic |
| chr6:45988464-45989245 | TBC1D19 | Intragenic |
| chr10:26047624-26048353 | MAB21L1 | Intragenic (NBEA) |
| chr1:261862656-261863385 | PDXK | Intragenic (lincRNA ENSOARG00000025638) |

How the deposited data were processed for this re-analysis (not part of the article)

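DNA methylation was measured in fetal LD muscle of 16 fetuses, 8 from hay-fed and 8 from corn-fed ewes, by enrichment with a methyl-binding domain protein and sequencing. The authors trimmed reads with Trimmomatic, aligned them to Oar_v3.1 with BWA-mem, removed duplicates with Picard and called peaks per fetus with ChIPseeqer. The authors deposited 1 peak list per fetus, in which each peak has a chromosome, a start, an end and 1 value that was read as its p-value. This reading rests on the values, which lie between 0 and 0.1352 in 6410742 peaks, with 0 at 1315 peaks. The paper states no threshold or input control for the peaks. No read counts, peak heights or depths are in the files analysed here, so no interval that needs a depth was computed. The authors obtained the DMRs with DiffBind and edgeR from the aligned reads, a step that cannot be repeated from peak lists.

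The test plan, written before the files arrived, called for peak heights where the files held them and for the peak score where they did not. The score was −log10 of the deposited p-value, with p-values of 0 set to 1e-100. Peaks sharing at least 1 bp were merged, and merged regions with a peak in at least 2 fetuses were kept, which left 512238. The highest score of each fetus in each region was divided by a factor (0.7647 to 1.383) equal to the median ratio over the 88488 regions with a peak in every fetus. Values were then taken as log2(score + 1), with 0 for a fetus without a peak. Absence of a peak can reflect low depth as well as low methylation, and the files do not separate these.

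Single values were compared between diets with the exact permutation test over all 12870 assignments of 8 of 16 fetuses, whose smallest p is 0.0001554, and presence of a peak with Fisher's exact test. Regions across the genome were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with Benjamini-Hochberg adjustment and a threshold of 0.1, the FDR used in the paper. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The limma step was tested on simulated data of 20000 regions with 200 shifted by 2 on the log2 scale: 100% were recovered, and 7.4% of the regions called were false. The shift was added to every hay fetus, including those at 0. The largest difference in log2 peak score at a DMR was -1.095 (hay minus corn), so recovery at differences of that size was not tested. The exact permutation test gave p under 0.05 in 5.35% of unchanged simulated rows. Results for hay against corn were set against 99 other splits of the fetuses into 8 and 8.

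DMR positions, widths, FDR values and gene positions came from Table S3, and gene lists from Tables S3 and S4. No genome or annotation of Oar_v3.1 was among the files analysed here, so chromosome lengths were taken as the end of the last peak. The text names the DMRs chosen for bisulfite sequencing, the other DMRs named in the discussion, those with the largest fold difference in each direction and the smallest P-value in Table S3, any DMR opposite in direction by peaks, and the 5 regions outside the DMRs with the smallest limma p. Alternatives covered scaling, pseudocount, peak filters, chromosomes, overlap, covariates and the form of the PCA. Dam, sex and sequencing lane were left out because they are not given for the numbered samples. Bisulfite, quantitative PCR and RNA-Seq data are not in the files analysed here.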

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

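Values of 8 fetuses per diet were tested for a single fetus far from the others in 26 groups, and 4 were flagged. About 1 in 20 groups is flagged by chance, and 3 of the 4 flags follow from scores of 0 in fetuses without a peak. At the lincRNA DMR hay fetus 5 had a log2 peak score of 0.822319, the only hay fetus with a peak there. The same fetus had the only hay peak at the NBEA DMR, with a score of 0.911664. At the DMR on chromosome 1 from 77714761 to 77715717, hay fetus 11 was the only fetus without a peak (score 0). No biological explanation was tested for these fetuses, and a mislabelled sample or a difference in depth was not testable from the peak lists.

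The share of peaks found in no other fetus was 9.03134% in hay fetus 15, far from the other hay fetuses. That fetus also had the most peaks of all (519923). Depth, enrichment and duplicates are not in the files analysed here, so library quality could not be told apart from a biological difference.

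Outside the 60 DMRs, 3 regions had an adjusted p under 0.1 genome-wide, which the paper does not report. The first, on chromosome 9 from 26633897 to 26635273, had a log2 score difference of -0.7402 (hay minus corn; standard error 0.1196, limma adjusted p = 0.007494). The second, on chromosome 3 from 223385700 to 223395455, differed by 0.7634 (standard error 0.1363, limma adjusted p = 0.05077), and the third, on chromosome 2 from 216946892 to 216948478, by -0.7456 (standard error 0.1357, limma adjusted p = 0.0544). All 16 fetuses had a peak in each, and exact permutation tests gave unadjusted p of 0.001865, 0.008392 and 0.002642. These regions were also in the fit limited to regions with a peak in at least 8 fetuses. There the smallest adjusted p from limma was 0.9999. The scores of these regions were the same in both fits. Their standard errors and low adjusted p thus depended on the variance estimates that limma shares across regions. The next regions by p, on chromosome 17 from 13766457 to 13767322 and on chromosome 9 from 26691548 to 26698128, had limma adjusted p of 0.1111 and 0.172. Of 100 splits of the 16 fetuses, 62 gave as many regions past the threshold as hay against corn, so the count may reflect no more than how any 8 fetuses differ from the rest. With the share of unshared peaks as a covariate, chosen after seeing the data, 0 regions remained.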

How the results depend on the processing

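The alternatives were listed before the processed files arrived, except 1 covariate and 1 rule for regions called in one diet only. The tests and predictions described below as set, written or noticed after a pattern was seen were not on that list. Of 24 results, 16 kept the same reading under every alternative, although most values moved. Most of the 16 were single DMRs or regions. The number of DMRs called in more fetuses of the higher diet was 58. It was 57 with peaks covering at least 50% of the DMR and 56 with a score above the 25th percentile. The share of variance on PC1 over the DMRs ranged from 37.45% to 40.13%. The number of DMRs near genes could not change at 10 kb, because the farthest listed gene lies 8215 bp from its DMR. Of 30 rows for single DMRs and regions, 28 were the same and 2 were weaker. At named DMRs where one diet had no peak, the permutation p cannot change with scaling or pseudocount. Their rows were the same by construction and say nothing on robustness. The alternatives that put the peak score in place of the peak height gave no rows, because the files hold no height and the score was already the main setting.

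The difference in peaks per fetus (8990 more in hay) reversed to -6067 when only peaks with a score above the 25th percentile were counted and to -16189714 in bases under peaks. None of the 3 differences passed an exact permutation test (p = 0.8199, 0.8345 and 0.3852). The alternatives act on peak score and width: the median width was 283.2 bp in hay and 350.8 bp in corn (exact permutation test, p = 0.07102), and the median p-value of the peaks was 0.03605 and 0.0296 (exact permutation test, p = 0.09713). Of the 60 DMRs, 22 differed in peak score, and 0 with Fisher's exact test on peak presence, which ignores the score and, with 8 fetuses per diet, gave no adjusted p under 0.101.

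Genome-wide, 3 regions differed in the main fit. The count was 46 with no scaling, 11 with pseudocount 5, 43 with the number of peaks as covariate, 0 with quantile normalization and 0 for regions with a peak in at least 8 fetuses. It was also 0 with the share of unshared peaks as covariate, which was chosen after seeing the data. Scaling and both covariates act on differences between whole libraries, so the count depended on how those were handled. Regions called in one diet only numbered 3, against 5 with a score above the 25th percentile and 188 with at least 7 and at most 1 fetuses. With at least 3 of one diet and none of the other, chosen after seeing the data, they numbered 12020. The share of variance on PC1 over all regions was 22.52%, and 63.21% with regions as observations, where PC1 carries the mean profile. For DMRs across chromosomes p was 0.07462, and 0.02885 with bases under consensus regions as the expectation.

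The unknown depth limits every result that rests on a missing peak, since a fetus without a peak can have had too few reads.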

Differences from the paper's values

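The paper reports 60 DMRs, and 3 regions differed here in peak score at an adjusted p under 0.1. Of the alternatives set before the files arrived, no scaling (46) and the number of peaks as covariate (43) came within 1.5 times of the paper's number, while quantile normalization (0), pseudocount 5 (11), a peak in at least 8 fetuses (0) and autosomes only (4) did not. With the share of unshared peaks as covariate, chosen after seeing the values, the count was 0. These counts come from limma on peak scores, while the paper's come from edgeR on read counts. The 3 regions of the main fit were not the paper's DMRs, and overlap with the DMRs was not examined for the other settings. A count near the paper's is thus no evidence of the same regions.

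For DMRs higher in hay the paper gives 39, against 1 here, and no alternative reached it (2 with no scaling, 0 with quantile normalization, 2 with pseudocount 5, 0 with a peak in at least 8 fetuses, 22 with the number of peaks as covariate and 2 with autosomes only). For DMRs higher in corn the paper gives 21, against 2 here. With the number of peaks as covariate it was 21, while no scaling gave 44, pseudocount 5 gave 9, autosomes only gave 2, and quantile normalization and a peak in at least 8 fetuses gave 0. Whether those 21 regions include any of the paper's DMRs was not examined.

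The text of the paper gives 2 DMRs higher in hay at the 2% FDR, while the FDR column of its Table S3 holds 5 under 2%. The LPAR3 DMR and a DMR on chromosome 6 have values of 0.0004175 and 0.0006947, and the others of these 5 have 0.01337. A limit below 0.01337 would thus give the 2 of the text. The paper counts 49 transcribed regions in or near DMRs, and its Table S3 lists 30 genes. No alternative bears on either count.

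Fig. 1 of the paper shows about 17 samples, read by eye, and 16 fetuses were analysed here. The paper writes that the lincRNA DMR overlaps PDXK, and by the positions in its Table S3 the pyridoxal kinase gene begins 6928 bp from the DMR. The text of the discussion names SREBP1, where Tables S3 and S4 list SERBP1. One DMR that the paper lists as higher in hay, on chromosome 1 from 77714761 to 77715717, had a log2 peak score difference of -0.2177 (hay minus corn; exact permutation test, p = 0.5089). Hay fetus 11, the only fetus without a peak there, entered with a score of 0, and no difference in either direction was detected.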

Other observations

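The number of DMRs higher in hay that carried a peak varied among the 8 hay fetuses from 8 to 28, and it rose with 2 properties of the libraries. Against the share of peaks found in no other fetus, Spearman's rho was 0.905 (exact permutation p = 0.00456, adjusted p = 0.0137) and Pearson's r was 0.798 (exact permutation p = 0.0057, adjusted p = 0.0114), with r = 0.87 after leaving out the 2 fetuses farthest from the median. Against the number of peaks, rho was also 0.905 (exact permutation p = 0.00456, adjusted p = 0.0137) and r was 0.97 (exact permutation p = 0.000273, adjusted p = 0.00164; 0.91 without the 2 farthest). In the 8 corn fetuses the corn-higher DMRs followed neither property (rho = -0.0727 for both, exact permutation p = 0.889, adjusted p = 1; r = -0.223 with exact permutation p = 0.598 and r = -0.134 with exact permutation p = 0.739, or 0.097 and 0.0243 without the 2 farthest). In all, 6 relations were computed, each within a diet. No pooled value is given because the diets differ in these counts by the choice of the DMRs. Background or the number of peaks may therefore account for which hay fetuses carried a peak at these DMRs, and the data do not separate these explanations. More peaks may also raise the count at other sets of regions, but the corn-higher DMRs in the corn fetuses showed no such rise. Both predictions were written after the pattern was seen.

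A diet effect on many regions would be expected to give more regions called in at least 3 hay fetuses and no corn fetus than other splits give. There were 7650 such regions for hay. In one direction 55 of 100 splits gave as many (49 of 100 over both directions together), so hay against corn was not unusual in this respect. The count cannot decide whether a few regions respond to diet. Only 31 DMRs higher in hay had no corn peak, against a median of 8256.5 regions in the larger direction over the splits. Regions called in all 8 fetuses of one diet and none of the other numbered 3, and 28 of 100 splits gave as many. With at least 7 and at most 1 fetuses there were 188, and 47 of 100 splits gave as many; that test was set after the count was seen. For the number of DMRs that differed in peak score, 22, 1 of 100 splits gave as many, the hay against corn split itself. The DMRs were chosen by that split, so this count does not test the diet.

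Hay and corn fetuses separated on PC1 over the DMRs. Choosing regions by the difference between groups can produce such a separation. The 60 regions with the smallest limma p of each other split separated its own groups completely on PC1 in 34 of 99 splits. Most other splits thus left their groups mixed, but so did the 60 regions of smallest limma p for hay against corn, and the authors chose their DMRs by another test. Within the hay fetuses PC1 scores fell as the share of unshared peaks rose (rho = -0.857, exact permutation p = 0.0107, adjusted p = 0.0214; r = -0.811, exact permutation p = 0.00325, adjusted p = 0.00975; -0.859 without the 2 farthest). Within the corn fetuses they did not (rho = 0, exact permutation p = 1; r = -0.14, exact permutation p = 0.746; 0.255 without the 2 farthest). The prediction, written after the pattern was seen, required the relation in each diet and was met in hay only. The outcome was thus mixed, and background was neither shown nor excluded as a source of the separation. No difference in the share of unshared peaks between the diets was detected (exact permutation test, p = 0.4348), which 8 fetuses per diet do not suffice to exclude. The shares overlapped (0.5013% to 9.031% in hay, 0.7046% to 6.002% in corn), while the highest hay score on PC1 was -0.4376 and the lowest corn score 1.961. Hay fetuses 10 and 11, with the lowest shares (0.563% and 0.501%), stayed on the hay side. Corn fetus 4, with the highest corn share, scored 2.217. For these 16 fetuses, the values argue against the share of unshared peaks as the whole source of the separation. It may still contribute within hay. Other differences in background, and depth, which is not in the files analysed here, were not tested.

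All 11 DMRs whose boundaries were not those of a merged region of the 16 fetuses were higher in hay (Fisher's exact test against direction, p = 0.00557). A candidate explanation is that peaks of a further hay library entered the merge, as the hay samples of Fig. 1 outnumber the hay fetuses analysed here. The prediction was written after the mismatch was seen, and other ways of merging were not tested.

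Among the 60 DMRs, 4 pairs lay within 25 kb of each other, 3 of them on chromosome 7 between 95657054 and 95672416, where a DMR higher in corn sits between a pair higher in hay. Draws of 60 consensus regions gave 0.0415 such pairs on average and at most 3, and none of 100000 draws had as many (permutation p = 1e-05, the smallest they can give). The closeness was noticed before it was tested, and local sequence or copy number, which could produce it, was not testable without the genome.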
